A study of Halobacterium salinarum with 38 samples. Its data were reported in "Diurnally Entrained Anticipatory Behavior in Archaea" (2009).

How the data were processed

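The data came from 38 two-colour microarrays of Halobacterium salinarum NRC-1, a halophilic archaeon, each hybridised with RNA of a culture labelled with 1 Alexa dye and a standard reference RNA labelled with the other. The culture RNA was in Alexa 546 on 19 arrays and in Alexa 647 on 19 arrays, per the labels. The arrays carried long oligonucleotides spotted in 4 copies. The series was described as a control that was not entrained by light, while the description of each array speaks of incubation under entrainment, and each title gives the same optical density (0.66) and time (4110 min). Because the labels give 1 time for all arrays, no time course or periodogram was computed and no order in time was assumed.

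The authors deposited 1 scanner file per array, holding the intensity of each spot and of its local background in both dyes at a high and a low scanner gain. The high gain was used here, and the low gain was not used. The authors also deposited a table of log10 ratios of culture over reference, which was used as an alternative. The log10 ratios deposited by the authors correlated with the log ratios of the unsubtracted scanner intensities at r between 0.801 and 0.994, with slopes from 0.714 to 1.05, once the spots were put in rows of the slide. In the order of the scanner files the same correlations lay between 0.0127 and 0.184. The slide order was found from these values, and all 133 genes named in the array annotation then had their 4 spots at the 4 places of 1 feature. Array medians of the deposited log10 ratios ran from -0.0702 to 0.0769, so they were not centred; the remaining steps of the authors' normalization are not given in the sources used here. For differential expression the study used a maximum likelihood method and for periodicity a Lomb-Scargle periodogram, neither of which was used here.

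Of 2688 features with 4 spots, 2389 were kept, namely those with at least 2 spots listed in the deposited ratios in each run of array numbers. The other 299 were left out, among them the named gene surE. The array annotation gives 1 gene symbol for 532 of 10752 spots and none for 10220, so that 132 of the kept features are named and 2257 are unnamed here. The annotation is old, and its symbols could not be updated, since the gene table at hand is of another strain. No probe was assigned several symbols.

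Background was corrected with the normexp method (offset 50) in limma 3.58.1 under R 4.3.3. The log2 ratios were normalised within each array by loess (span 0.3, 4 iterations) on the kept spots, with the other spots at weight 0, turned to culture over reference by the dyes in the labels, and averaged over the spots of a feature. Array numbers fall into 3 runs of consecutive numbers. Within them, neighbouring numbers with opposite dyes were taken as 2 arrays of 1 sample. This pairing comes from the array numbers and is not stated in the labels. It was checked before use: deviations from the mean of each dye orientation correlated at a mean r of 0.371 within pairs and -0.0178 between other arrays of opposite orientation. A permutation of partners gave p = 1e-05, the smallest that 100000 permutations can give, both over all arrays and within runs. Because arrays with close numbers were alike, each of 16 arrays was also compared with its other neighbour of opposite dye, which is not its partner, a check chosen after the results were seen. The mean r was 0.405 with the partner and 0.209 with the other neighbour, and higher with the partner for 13 of 16 arrays (exact sign-flip permutation p = 0.0101, two-sided). The pairs of run 1 did not bear the pairing out: their mean r was -0.0623, and among the arrays compared there it was -0.205 with the partner and -0.117 with the other neighbour. The lowest correlation between whole arrays of 1 orientation was -0.135.

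Each pair was averaged to give 19 samples, 4 in run 1, 8 in run 2 and 7 in run 3. Culture and reference were compared by limma's moderated test of the 19 means against 0. Variation between samples was tested by a moderated F test of the pair coefficients over 38 arrays with a dye term, runs by a moderated F test over the 19 means, and the dye effect by its coefficient beside the pairs. Adjusted p-values are Benjamini-Hochberg, with a threshold of 0.05. Gene lists were tested with camera (correlation preset at 0.01, and again estimated) and fry, and for variation by the percentile of their median F among 10000 random lists matched on intensity in 10 bins, two-sided. Of 25 lists fixed before the data were examined, 9 had at least 3 named members and were tested. Another, of genes shown in the study, was withdrawn after its result had been seen, because a picture had served as its source, and is not reported here. A further 6 lists were drawn up once the named genes were known, after array-level intensities and correlations had been seen and before any test of a gene or list. An error in reading 2 of the fixed lists was corrected after a first set of results had been seen. The 15 lists not tested, for want of 3 named members, cover phototrophy, gas vesicles, arginine fermentation, dimethyl sulfoxide respiration, terminal oxidases, NADH dehydrogenase, ATP synthase, ribosomal proteins, RNA polymerase, general transcription factors, phosphate, potassium and iron transport, chaperones and transposases. Correlations across samples are Pearson's and Spearman's, two-sided, with 100000 permutations or, under 10 samples, all permutations.

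Most genes named in the text follow a rule fixed before the data were examined. That rule also named the genes of the withdrawn list, a part that was dropped after the result of the list had been seen. Some genes named below, such as mdh, aroC and asd, fall outside the rule. For culture against reference they are the 10 highest and 10 lowest past the threshold with 1 sign in at least 17 of 19 samples, and for variation the 12 past the threshold with the largest standard deviation. Members of the lists with the largest values and the genes bat and arcA were added. The tests were first tested on simulated data with the real dye effects and residual spread of the 2389 features. For culture against reference, variation and runs, 100% of features changed at sizes of 0.5 and 1 on the log2 scale were recovered. The size was a shift for culture against reference, an SD between samples for variation, and the step from 1 run to the next for runs. Of unchanged features, 0.335%, 1.23% and 0.279% were called. In the real data the median absolute log2 ratio was 0.127 and the median SD between samples 0.199. Recovery of effects that small was not tested. The simulated data held independent residuals, which real arrays may not have. Outside the features changed for the tests of variation and runs, they held no variation between samples, whereas 50.3% of the real features varied. The rates for culture against reference and for runs thus need not hold for the real arrays. Alternatives covered background correction, normalization, the deposited ratios, dim features, the summary of spots, runs, dye orientation and the variance model. Arrays hold no counts, so their number and their signal over background limit the precision. Nothing in the labels says that the samples were separate cultures. The study describes drawing its samples at intervals of a few hours from cultures kept at constant density, with part of the volume exchanged for fresh medium. By that design the samples are serial draws and not replicate cultures. The p-values measure only the spread between these samples, which may be technical. The tests of genes, lists and runs also take the samples as independent. Neighbouring samples within runs were alike, so these p-values may be too small.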

Results

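Transcript levels of H. salinarum NRC-1 were measured against a standard reference RNA on 38 arrays. The series was described as a control that was not entrained by light, whereas each array's description speaks of entrainment, so which of them applied is left open. The time on the labels is that of the last sample of an entrained experiment of the study. The number of samples is instead that of 1 of its controls and of another entrained experiment, not of the experiment with that time. The arrays formed 19 samples of 2 arrays with exchanged dyes, and all samples carried the same labels, so they make up 1 group. After processing, 2389 features were compared, of which 132 had a gene name. Median spot intensities ran from 393 to 1640 in Alexa 546 and from 593 to 1910 in Alexa 647. Signal over background was poorest in run 1, where a median of 47.8% of spots in Alexa 546 and 37.8% in Alexa 647 lay below their local background. The medians were 5.63% and 6.62% in run 2, and 6.12% and 10.4% in run 3. Before background correction and normalization, log ratios of the same features at the separate locations on a slide correlated at r from 0.63 to 0.892. These correlations were across features, which are not independent replicates. A dye trend with intensity, shared by both locations, can raise them. The same correlation of the normalised ratios was not computed.

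The first comparison asked which transcripts stood higher or lower in the culture than in the reference. The lowest named genes were purF, panB, thiD, purL, glnA and argH. The gene purF, for the first committed enzyme of purine synthesis, had a mean log2 ratio of -1.06 ± 0.38 (SD, n = 19; limma adjusted p = 2.67e-10) and was lower in all 19 samples. Another gene of that pathway, purL, stood at -0.74 ± 0.26. The pantothenate synthesis gene panB was at -0.89 ± 0.19 and the thiamine synthesis gene thiD at -0.85 ± 0.35. Glutamine synthetase, glnA, which assimilates ammonia, was at -0.72 ± 0.14 (limma adjusted p = 4.35e-13), and argH of arginine synthesis at -0.71 ± 0.29. The remaining genes of the 10 lowest with 1 sign in at least 17 of 19 samples were cheR (-0.50), folP (-0.49), serB (-0.45) and pheA (-0.45). At the other end, pan1, for a proteasome-activating ATPase, had a mean log2 ratio of 1.05 ± 0.45 (limma adjusted p = 4.61e-09) and was higher in 18 of 19 samples. Among genes with 1 sign in at least 17 of 19 samples, the aminoacyl-tRNA synthetase genes cysS and thrS followed with 0.48 ± 0.25 and 0.39 ± 0.13. The other high genes of this kind were tpiA (0.22), glpK (0.22), citZ (0.20), carA (0.20), phnE (0.18), aspS (0.17) and secF (0.17). With the culture in Alexa 546 only, glpK (0.038), carA (0.0072), aspS (0.028) and secF (0.026) did not pass (limma adjusted p = 0.645, 0.905, 0.455 and 0.509), and with the culture in Alexa 647 only phnE (0.074) did not (limma adjusted p = 0.1).

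**Figure D1:**
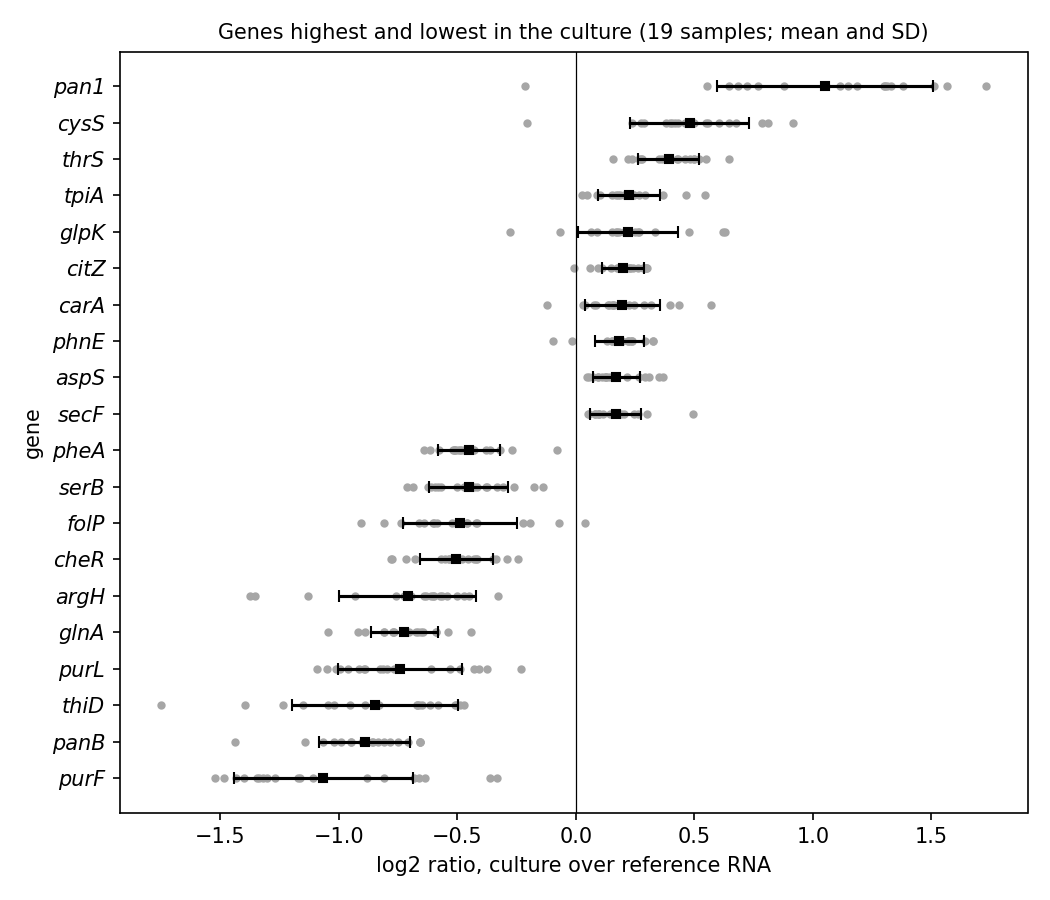
Log2 ratio of culture over reference RNA (horizontal axis) for the 10 highest and 10 lowest named genes with 1 sign in at least 17 of 19 samples; grey points are the 19 samples, black squares the means and bars the SD. The gene purF lies lowest at a mean of -1.06 and pan1 highest at 1.05.

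In all, 1372 of 2389 features (57.4%) passed the threshold, 690 higher and 682 lower, but the median absolute log2 ratio over all features was 0.127, and 13 higher and 10 lower features reached a fold of 2. Among named genes, 32 were higher and 46 lower. With the deposited ratios, 70.9% of the calls were higher, against 50.3% here. Those ratios are not centred. All these calls take the samples as independent, whereas neighbouring samples within runs were alike.

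Of the 15 gene lists, 4 stood lower than other features by camera with the preset correlation. The 4 named genes of the cobalamin list were all lower (camera adjusted p = 0.0334). The values were -0.52 for cbiT, -0.49 for cbiG, -0.39 for cobN and -0.30 for cbiQ, a cobalt transport gene. Of 11 motility and chemotaxis genes, 8 were lower and 1 higher (adjusted p = 0.0356), among them cheR at -0.50, htr7 at -0.44 and the histidine kinase gene cheA at -0.29, while htr2 was at 0.12. Of 15 cofactor synthesis genes, 8 were lower and 1 higher (adjusted p = 0.0198), and of 8 genes of amino acid synthesis 5 were lower and 1 higher (adjusted p = 0.0356). These last lists were drawn up after the named genes were known. The cofactor list also holds cbiT, cbiG and cobN, so its call and that of the cobalamin list are not separate. The motility list lost its call with the run as a term (adjusted p = 0.0555), without the dimmest features (adjusted p = 0.126) and in run 3 (adjusted p = 0.189), and cobalamin and cofactors lost theirs in run 2 (adjusted p = 0.304 for both). With the culture in Alexa 647 only, all 4 lists lost their call. The camera adjusted p was then 0.183 for motility, 0.071 for cobalamin and cofactors and 0.0915 for amino acids. Amino acid synthesis also lost its call with the culture in Alexa 546 only (adjusted p = 0.0568), in run 2 (adjusted p = 0.107) and in run 3 (adjusted p = 0.164). Its mean was -0.0047 in run 3 against -0.18 over all runs, but includes trpB and trpC, which reached 2.75 and 2.51 in sample 17. In run 3 argH lay between -0.93 and -0.50. The genes pheA, serB and glyA were also lower in each sample of run 3, while aroC and asd went both ways. None of the 4 calls held with an estimated correlation, where the adjusted p was 0.394 for cobalamin and motility and 0.306 for cofactors and amino acids. The estimated correlation was 0.862 for cobalamin, against the preset 0.01. By fry, which asks whether a list moved on balance in 1 direction, the adjusted p was 5.89e-06 for cobalamin, 9.89e-06 for motility, 7.21e-09 for cofactors and 1.34e-09 for amino acids. Fry compares a list with 0 and not with other features, and most lists without a camera call passed it too. Its adjusted p was 1.91e-11 for glutamate and arginine and 4.78e-08 for oscillating genes of experiment B. It was 0.155 for tRNA synthetases and 0.942 for histidine degradation. Fry thus does not set the 4 lists apart. Counts adjusted over the list alone were 4 for cobalamin, 9 for motility and 6 for amino acids, as many as over all features, and 10 for cofactors against 9.

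The other lists did not pass camera here, though purine and pyrimidine genes did in run 2 alone (adjusted p = 0.0449) and 1 list of oscillating genes, that of experiment B, with the culture in Alexa 546 only (adjusted p = 0.0299). Of 12 purine and pyrimidine genes, 4 were lower and 2 higher (adjusted p = 0.153); the lower ones included purM at -0.51 and purD at -0.27, and the list's mean was -0.22 against a median of -0.07. Citric acid cycle genes went both ways, with sucC at -0.33 and sucD at -0.28 lower and citZ at 0.20 higher (adjusted p = 0.414). That list did not hold mdh, which stood at -0.0051 (limma adjusted p = 0.936). In glutamate and arginine metabolism gdhA2 was at 0.52, opposite to glnA and argH (adjusted p = 0.318). In run 3 alone gdhA2 (0.19) did not pass (limma adjusted p = 0.394). Adjusted p was 0.325 for the sensory rhodopsins and their transducers, 0.414 for replication and repair, 0.414 for histidine synthesis, 0.988 for histidine degradation, 0.555 for tRNA synthetases and 0.555 for proteasome and secretion. In that last list pan1 was higher while the proteasome subunit genes psmA and psmB were lower, at -0.22 and -0.19. Genes listed by the study as oscillating in its entrained experiments could be matched by symbol only in part. The study called those genes at a looser threshold than the one used here, as given below. For 14 such genes of experiment A the adjusted p was 0.394, with 3 higher and 6 lower. For 7 of experiment B it was 0.0797, with 0 higher and 3 lower. As the labels leave entrainment open, these lists are not independent evidence of a direction. The regulator gene bat was at 0.35 ± 0.42 and arcA of arginine fermentation at -0.27 ± 0.24. With the deposited ratios arcA (-0.13) did not pass (limma adjusted p = 0.0799), and with the culture in Alexa 546 only bat (0.17) did not (limma adjusted p = 0.145). In run 2 neither bat (0.077) nor arcA (-0.094) passed (limma adjusted p = 0.562 and 0.416).

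The second comparison asked which transcripts differed between samples by more than the 2 arrays of a sample did. Here 1201 features (50.3%) passed, among them 90 of the 132 named genes. The tryptophan synthesis genes trpC and trpB had the largest spread, with standard deviations of 0.94 and 0.88 (limma adjusted p = 6.98e-11 and 1.04e-06). In sample 15 their log2 ratios were 1.80 and 1.90, in sample 16 they were 2.34 and 2.49, and in sample 17 they were 2.51 and 2.75. In the other 16 samples the highest values were 0.27 for trpC and 0.55 for trpB. The carbamate kinase gene arcC ranged from -0.37 to 1.69 and carB, of carbamoyl phosphate synthesis, from -0.70 to 1.79. The cobalamin gene cbiT ranged from -1.11 to 0.69. The ribosomal protein genes rpl12p and rpmC ranged from -0.49 to 1.10 and from -0.59 to 1.24. The phototrophy regulator gene bat ranged from -0.57 to 0.89. The remaining genes of the 12 most variable were gdhA2, pan1, lysS and purF, with standard deviations of 0.47, 0.45, 0.40 and 0.38.

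**Figure D2:**
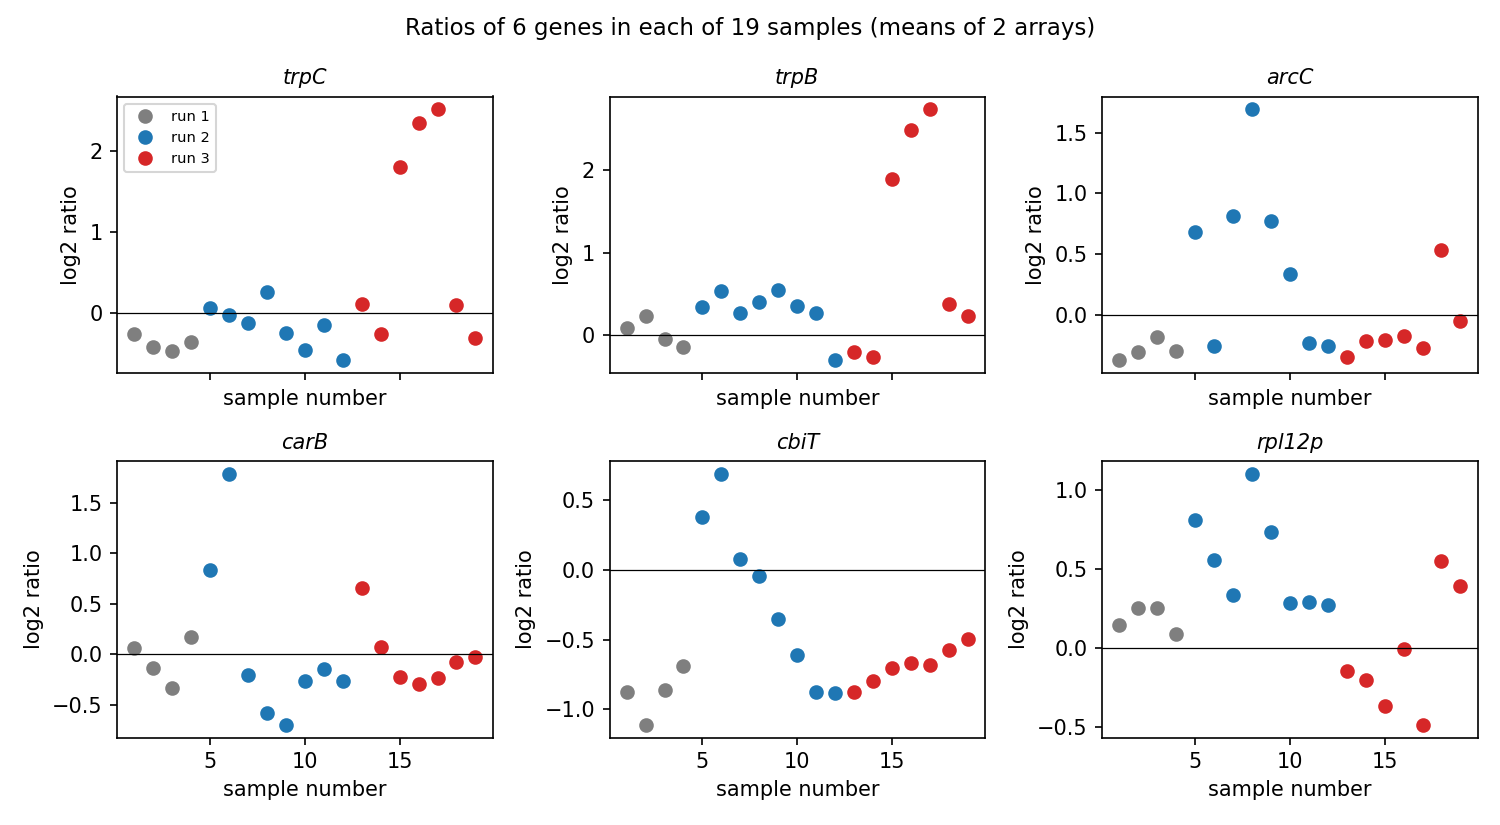
Log2 ratio of culture over reference RNA (vertical axes, each with its own range) for 6 genes in each of 19 samples, numbered by array number (horizontal axes) and coloured by run; each point is the mean of 2 arrays. The genes trpC and trpB reach 2.51 and 2.75 in sample 17, and carB reaches 1.79 in sample 6.

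No list varied more or less than random lists of like intensity after adjustment over the 15 lists. The median F of the purine and pyrimidine list was 7.79, at the 97.4th percentile (permutation p = 0.0524, the lowest unadjusted p of the lists, adjusted p = 0.294). Amino acid synthesis was at the 97.2th and cofactor synthesis at the 95.2th percentile (adjusted p = 0.294 and 0.359). The citric acid cycle lay at the 2.93th percentile (adjusted p = 0.294). Genes oscillating in experiments A and B of the study lay at the 62.1th and 81.8th percentiles (adjusted p = 0.877 and 0.605). The percentiles were 38.4 for sensory rhodopsins, 89.4 for replication and repair, 48.5 for motility, 64.1 for glutamate and arginine, 88.6 for cobalamin, 37.9 for tRNA synthetases, 84.6 for histidine synthesis, 40.4 for histidine degradation and 11.2 for proteasome and secretion.

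The third comparison asked whether genes of oxic and anoxic energy production moved oppositely across samples. The genes were chosen here by their known function, whereas the study's sets rested on measured responses to oxygen and growth. Only 7 oxic genes (citZ, icd, lpdA, sucC, sucD, sdhC and nuoL) and 4 anoxic genes (bat, hop, arcA and arcC) had symbols in the lists. The named gene mdh, of the citric acid cycle, was left out because the list fixed beforehand held only the symbol mdhA. The anoxic genes did not share 1 course: in samples 13 to 17 bat lay between 0.76 and 0.89 and hop between 0.47 and 0.67, while arcA lay between -0.45 and -0.37 and arcC between -0.34 and -0.17. In sample 8 arcC was at 1.69 and hop at -0.33. The mean centred log2 ratios of both sets correlated at r = -0.542 (permutation p = 0.017) and rho = -0.528 (permutation p = 0.0222) over 19 samples. In run 2 r was -0.788 (8 samples, exact permutation p = 0.00776) and rho -0.786 (8 samples, exact permutation p = 0.0279). In run 3 r was -0.139 (7 samples, exact permutation p = 0.743) and rho -0.107 (7 samples, exact permutation p = 0.84). Run 1, with 4 samples, was too small. With the run means removed r was -0.639 (permutation p = 0.00243). Without the 2 samples farthest from the median of the oxic value r was -0.34 (permutation p = 0.183) and rho -0.409 (permutation p = 0.105), so the call rests on those samples, while the sign did not change. It was also lost with the deposited ratios (r = -0.233, permutation p = 0.334), without background correction (r = -0.344, permutation p = 0.151) and with median centring (r = -0.409, permutation p = 0.0817). These permutations take samples as free in order, whereas neighbouring samples within runs were alike. This was the single relation of its kind computed, so no adjustment was made.

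**Figure D3:**
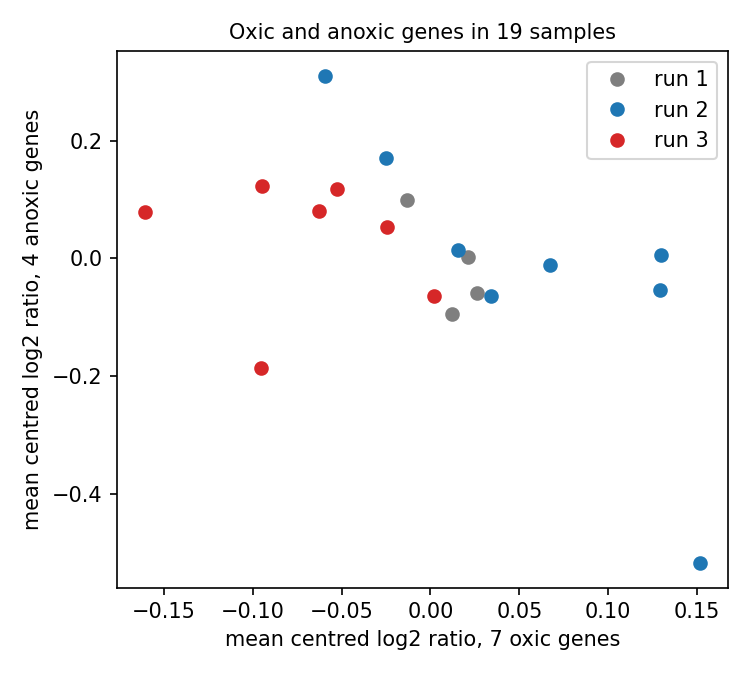
Mean centred log2 ratio of 7 oxic genes (horizontal axis) and of 4 anoxic genes (vertical axis) in 19 samples, coloured by run. The correlation of -0.542 fell to -0.34 without the 2 samples farthest from the oxic median.

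Array runs and dyes were tested as technical factors. Between the 3 runs 396 features (16.6%) differed, among them 18 named genes. The dye effect passed for 1536 features (64.3%) and 97 named genes, with a median absolute size of 0.0877 on the log2 scale. It exceeded the mean ratio in size for 917 features (38.4%), so a ratio from 1 dye orientation alone does not give the direction of small changes. With only the arrays holding the culture in Alexa 647, 0 gene lists passed camera after adjustment and 3 had an unadjusted p under 0.05. With only those holding it in Alexa 546 the counts were 4 and 6.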

Values the study reported

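In entrained cultures the study reported periodic transcription of 290 genes, about 12.1% of the genome, in Experiment A and of 230 genes, or 9.6%, in Experiment B. The dominant periods were about 13.0 h and about 21 h. In its control cultures, which were not entrained, the study reported neither period. It also reported that controls at the same cell density showed no oscillation of oxic and anoxic genes. The correlation of oxic and anoxic genes across samples given above does not test that statement, since no order in time was assumed. Each slide was said to carry oligonucleotides for 2400 genes.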

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

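The alternatives that used run 2 or run 3 alone, or a dye effect within each run, were chosen after seeing the data; the other tests were planned. Counts of features for culture against reference, variation, runs and dye moved by over 1.5 times in these cases: 422 features were lower with the deposited ratios, 23 passed with a fold of 2 or more (13 higher and 10 lower, by its construction), and 683 varied between samples without a dye term. The number of lists past the threshold, 4 as reported, was 0 with the culture in Alexa 647 only, 2 in run 2 and 2 in run 3, and not always of the same lists. Motility was lost without the dimmest share (0.25) of features, with the run as a term and in run 3. In run 2 cobalamin, cofactors and amino acids were lost and purines and pyrimidines gained. Amino acids were lost in run 3 too, and in Alexa 546 only, where the oscillating genes of experiment B were gained and the count was again 4. The relation of oxic and anoxic genes lost its call in Pearson's r and Spearman's rho without background correction (-0.344 and -0.337), with median centring (-0.409 and -0.365), with the deposited ratios (-0.233 and -0.0456), without the 2 farthest samples (-0.34 and -0.409) and without the first principal component (-0.414 and -0.239); without run 1 rho was -0.518 (permutation p = 0.0515). The cause was not tested. Of 88 counts recomputed 80 stayed within 1.5 times of the value reported. Of 18 recomputed correlations 7 kept their direction and side of the threshold and 11 lost the call. Of 849 values for single genes and lists 772 kept both, while 26 lost and 7 gained a call and 44 turned. Calls of single genes were also lost with the culture in Alexa 647 only for rpl12p (0.17), in run 2 for cbiT (-0.20), bat (0.077) and arcA (-0.094), and in run 3 for glpK (0.14), trpB (1.04) and gdhA2 (0.19). Calls were gained with the deposited ratios by carB (0.20) and lysS (0.16), in Alexa 546 only by rpmC (0.29), and in run 2 by rpmC (0.62) and lysS (0.41). Variance moderation does not enter that correlation and was not run for it. No paired analysis was possible because there is 1 group.

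Directions turned for these mean log2 ratios. Without background correction histidine degradation was at 0.0223. With median centring tRNA synthetases were at -0.0123 and histidine degradation at 0.179. The median of spots put histidine degradation at 0.0054. The run as a term put carB at -0.0045 and histidine degradation at 0.0017. Single arrays put histidine degradation at -0.0121, with camera's direction turned. Culture in Alexa 546 gave carB -0.0236 and histidine degradation 0.103, and in Alexa 647 rpmC -0.0304. Run 2 gave trpC -0.153. Run 3 gave arcC -0.103, carB -0.016, rpmC -0.276, rpl12p -0.0378, lysS -0.213, tRNA synthetases -0.0502 and histidine degradation 0.0556.

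Percentiles of variation crossed the middle, with none past the threshold, as follows. Motility reached 58.4 without background correction, 73.3 with median centring, 86.4 with the deposited ratios, 54.5 without dim features, 59.8 without run 1, 52.9 with a trended variance and 88.3 without matching. The tRNA synthetases reached 67.8 without background correction, 59.5 with median centring, 67.2 with the deposited ratios, 55.4 without run 1 and 73.0 without matching. Histidine degradation reached 89.5 without background correction, 83.3 with median centring, 60.5 with the median of spots, 54.7 with the run as a term and 62.4 without run 1. Oscillating genes of experiment A fell to 43.0 without background correction, 44.4 with the deposited ratios and 38.8 without run 1, and of experiment B to 35.7 with median centring. Proteasome and secretion reached 56.6 with median centring, 58.3 with the deposited ratios and 76.5 without matching. Without matching, sensory rhodopsins reached 70.02 and the citric acid cycle 76.3. In run 1, where signal over background was poorest, the 2 arrays of a sample correlated at a mean r of -0.0623, against 0.468 in run 2 and 0.508 in run 3. Whether its values repeat less or its arrays are paired wrongly stays open.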

Other observations

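The tests on the runs against background and against blocks of consecutive samples, on chance order, and on single arrays for the tryptophan genes were chosen after the result was seen. Besides the genes above, 3 tRNA synthetase genes were lower, as many as were higher: alaS stood at -0.30 ± 0.18 (limma adjusted p = 2.25e-06), pheS at -0.26 ± 0.23 (limma adjusted p = 0.000131) and ileS at -0.21 ± 0.14 (limma adjusted p = 1.81e-05). The gene hisG, of histidine synthesis, was at -0.42 ± 0.18 and glyA, of glycine synthesis, at -0.45 ± 0.17, both lower in all 19 samples. The secretion gene secY was at 0.21 ± 0.29. These 6 genes were chosen after their values were seen.

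In samples 15, 16 and 17 trpB and trpC stood high together. They were the only 2 features whose 3 highest samples all lay over 1 log2 unit above the next, with gaps of 1.54 for trpC and 1.35 for trpB. A faulty array or dye is argued against by the 6 arrays of these samples, whose lowest log2 ratio of either gene was 1.71. A mark on the slide is argued against by the 7 features printed within 2 places of either gene, whose highest ratio there was 0.157. The 3 samples have consecutive array numbers, so arrays handled together stay open. A change of tryptophan synthesis in the culture may remain as a hypothesis, but the labels name no difference between these samples, so no biological explanation was tested.

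Within runs, samples with neighbouring array numbers were alike: similarity fell with distance in array number at r = -0.498 (permutation p = 0.0019), so chance order was not enough. Errors shared within 1 dye orientation are argued against by arrays of opposite orientation, where r was -0.441 (permutation p = 0.0042). Whether array numbers follow sampling or handling is not in the labels, so both stay open. Local background and brightness could not be separated from the variation: the first principal component, with 46.2% of the variance, correlated with the share of spots below background at r = -0.217 (permutation p = 0.371) and rho = -0.558 (permutation p = 0.0145) over all samples. With run means removed the values were r = -0.345 (permutation p = 0.145) and rho = -0.409 (permutation p = 0.083). These tests differ, so whether part of the variation went with background stays open.

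For the 396 features that differed between runs, 2 of 100 splits of the samples into groups of 4, 8 and 7, the real one included, gave as many, and the highest other gave 546. Chance can thus be excluded at the 0.05 level only for samples in free order, which these were not. Of 38 splits into blocks of consecutive samples, the real one included, 3 gave as many, and the highest other gave 508. The splits with 508 and 411 features kept 16 and 15 of the 19 samples grouped as in the runs. A run difference could thus raise these splits too, so this test could hardly exclude likeness of neighbouring samples without any difference between runs. That explanation was not excluded. The high background of run 1 alone is argued against, since runs 2 and 3 by themselves differed in 471 features. With neighbouring samples alike within runs, a batch of slides and a difference between the samples of each run cannot be told apart. Run 3 was itself not uniform. In samples 13 to 17 bat lay between 0.76 and 0.89 and lysS between -0.50 and -0.26. In samples 18 and 19 bat was at -0.06 and -0.15 and lysS at 0.36 and 0.26. The gene pheA did not split in this way, at -0.51 and -0.49 in samples 18 and 19. These genes were picked after their values were seen. For such genes as bat and lysS the mean of run 3 mixes unlike samples.

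With the first principal component of other genes removed, the oxic and anoxic genes correlated at r = -0.414 (permutation p = 0.0832) and rho = -0.239 (permutation p = 0.324). Most of r was kept, but its p missed the threshold and rho was much reduced, so whether a pattern shared by all genes accounts for the relation stays undecided; that the p should count here was settled after the value was seen.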
